A study of Homo sapiens with 37 samples. Its data were reported in "Regulation of human cortical interneuron development by the chromatin remodeling protein CHD2" (2022).

How the data were processed

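Binding of CHD2 and 3 histone modifications was profiled in wild type H9 cells at day 0 (hESCs), day 15 (hMGEs) and day 35 (hcINs). The files used were the 37 peak lists in narrowPeak layout, one per library. According to the study's methods, the authors processed the paired-end CUT&Tag reads (CHD2 and H3K27me3) with AIAP against hg38 for quality control, alignment and peak calling. The ChIP-seq reads (H3K4me3 and H3K27ac) were single-end and were processed as in an earlier study of the authors. For these libraries the aligner and peak caller are not given in the sources used here. The genome build of their alignment is not stated directly. However, the study annotated its peak sets against hg38 and intersected hg38 CHD2 peaks with the histone peaks. Peaks were called on each library separately. Each peak carries the fold enrichment over background that the authors' peak caller gave, a ratio used here to describe peaks and to choose named regions. Each peak also carries the deposited −log10 p, which ranked peaks within a list, and the deposited −log10 q, with a lowest −log10 q just above 2 in the lists. The deposited score is the −log10 q multiplied by 10 and was not used. Read depth is not recorded in the lists, and the study's methods give only a minimum number of reads per sample. A library with more reads yields more peaks at the same threshold, so peak numbers are not corrected for depth. Control libraries without a specific antibody were not analysed here.

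The build of the lists was checked before coordinates were used. All peaks of all lists lay inside the hg38 chromosomes. Of the H3K4me3 peaks, 76.7 to 88.8% had their centre within 2 kb of an hg38 start site, against 19.0 to 19.4% of the same peaks moved by 1 Mb. Annotation was from GENCODE release 44. Promoters were defined as 2 kb either side of any transcription start site. Other peaks were called exonic, intronic or intergenic by their centre. Coordinates are given 1-based.

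Replicates of a group were compared first. Identical intervals made up at most 0.305% of the peaks of any pair of libraries of a group, so no list was a copy of another. Every library was counted as its own replicate. The check cannot tell separate differentiations from repeated libraries of the same cells, so independence of the replicates is assumed. The authors' running number within a list starts at 1 or at 2, which was taken as a possible processing batch. Comparisons were recomputed within a numbering where it held libraries of both groups.

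A CHD2 peak was taken as reproducible in a stage when it overlapped a peak of another library of the stage by 25% of either peak, so that at least 2 libraries held it. This follows the overlap options in the study's methods, but the study required a peak in 2 or more of 4 replicates, whereas 3 CHD2 libraries per stage were used here. Region counts are therefore not strictly comparable with those of the study. Reproducible peaks were merged into regions, and the regions of the 3 stages were merged into a union in which each region was assigned to the stages that held it. Reproducible H3K4me3, H3K27ac and H3K27me3 regions were made in the same way. The interval functions gave the same regions as bedtools 2.31.1. Classes were tested on simulated data made from the 41311 hESC regions. When each library detected 80% of its true regions, 88.7% of stage-unique regions and 72.1% of regions in all 3 stages were recovered in the right class, and at 60% detection 64.7 and 28.2% were. The regions called unique to a stage then numbered 108 and 117% of the true ones. In this setting, missed detection moved regions out of the class of all 3 stages and inflated the stage-unique counts. The simulation gave every class the same expected number of regions, and every region and library the same detection. In the data, hESC-unique regions were 51.3% of the union and regions of hMGEs and hcINs 2.78%. The size of the inflation in the data may therefore differ.

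A CHD2 region was called coenriched when a peak of the histone library overlapped it by at least 1 bp. Late-unique regions are those bound in hMGEs and/or hcINs and not in hESCs. For motifs, 100 bp either side of each summit were searched on both strands at peaks of stage-unique regions. The consensus sequences were ATTTGCATAACAATG for OCT4-SOX2 and GTTGCCATGGCAAC for RFX, each with at most 3 mismatches, CATTCC for TEAD, TAATTA for homeodomain factors, and GGGCGGGG or GGGTGGGG for KLF/SP. The percent of peaks with a match was reduced by that in dinucleotide-shuffled copies of the same sequences to give the excess. Fixed consensus sequences stand in for the motif tool of the study, so motif shares are not comparable with those of position weight matrices.

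The main comparison in each family was hESC libraries against the 6 later libraries, with the difference taken as later minus hESC. It was tested with two-sided exact permutation tests on the difference of means over all splits of the libraries, 84 for 3 against 6 and 210 for 4 against 6. Similarity of CHD2 peak sets was tested with a one-sided exact permutation over 280 partitions. Benjamini-Hochberg adjustment was applied over 4 tests of peak numbers, 4 tests of coenrichment and 5 motifs, and a difference was called at an adjusted p under 0.05. The promoter share and the similarity were each a family of a single test. Comparisons of hMGEs with hcINs and comparisons within a numbering have too few libraries to pass this threshold, except those of the rebuilt region classes.

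The groups, main tests, named genes and alternatives were chosen before the data were examined. The comparisons within a numbering, with the rebuilt region classes, and the tests so named in the closing section were chosen afterwards. Genes were named by 2 rules. The first took the promoter status of 12 genes. Of these, 10 are named in the study's text as stage markers or examples, with GMNN taken for a name spelled GMMN there, and POU5F1 and CHD2 were added. The second took, per stage, the 3 unique regions with the highest fold in the library where it was lowest, among regions with a peak in all 3 libraries of the stage and in no other library, centred within 2 kb of a protein-coding start site. Some of the genes and regions that these rules give are not reported here. The alternatives were a −log10 q of at least 5, an equal number of peaks per library (the strongest by −log10 p, as many as in the shortest list of the target), peaks required in all 3 libraries, 50% overlap of both peaks, a promoter window of 1 kb, overlap of 50% of the CHD2 region, regions away from start sites, a 50 bp motif window, covered length for H3K27me3, hESC H3K27me3 replicates 1 to 3 only, a replicate block, and each library left out in turn.

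Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Gene ontology, network and clustering steps of the study were not repeated, since no gene set collection was used here. Gene expression and libraries of cells with a CHD2 mutation were not analysed here.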

Results

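CHD2, a chromatin remodeller, was mapped by CUT&Tag while H9 human embryonic stem cells (hESCs, day 0) were specified as medial ganglionic eminence-like progenitors (hMGEs, day 15) and differentiated into cortical interneurons (hcINs, day 35). H9 is an established embryonic stem cell line. In CUT&Tag an antibody tethers a transposase, which tags the DNA next to the bound protein for sequencing. The repressive mark H3K27me3 was mapped by the same method. H3K4me3, a mark of active and bivalent promoters, and H3K27ac, a mark of active promoters and enhancers, were mapped by ChIP-seq, in which chromatin fragments are precipitated with an antibody. The data comprised 37 peak lists, one per library. CHD2, H3K4me3 and H3K27ac each had 9 libraries, with 3 per stage. H3K27me3 had 10 libraries, with 4 in hESCs and 3 in each later stage. The lists carry no read counts, so the sequencing depth of each library is unknown here and no interval based on counts could be given.

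The first question was whether the number of CHD2 peaks changed with differentiation. The CHD2 libraries held 49196 ± 12375 peaks in hESCs, 38069 ± 7408 in hMGEs and 26837 ± 7186 in hcINs (mean ± SD, n = 3 each). Individual libraries ranged from 34939 to 57152 peaks in hESCs, from 29531 to 42801 in hMGEs and from 19995 to 34323 in hcINs, so neighbouring stages overlapped, whereas each hESC list was longer than each hcIN list. The 6 later libraries differed from the 3 hESC libraries by −16743 peaks on average, which did not pass the threshold in a two-sided exact permutation test over 84 splits (p = 0.0595, adjusted p = 0.0595 over the 4 targets). The smallest p that this design allows is 0.0119. Leaving out hESC replicate 1 moved the difference furthest, to −23872. When only peaks with a deposited −log10 q of at least 5 were kept, the difference was −18877.5 and passed the threshold (exact p = 0.0119, adjusted p = 0.0238). CHD2 peaks covered 17.7 ± 5.25 Mb in hESCs, 11.4 ± 1.57 Mb in hMGEs and 9.03 ± 2.28 Mb in hcINs, with median widths of 277, 244 and 266 bp.

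The number of H3K4me3 peaks was lower in each of the 6 later libraries than in each hESC library. It was 24845 ± 443 in hESCs, 19666 ± 248 in hMGEs and 19921 ± 426 in hcINs (n = 3 each), a difference of −5051.5 (two-sided exact permutation test, p = 0.0119, adjusted p = 0.0476). This call rested on having all 9 libraries, because leaving out any library brought the adjusted p to 0.0595. H3K27ac peaks numbered 28992 ± 4424, 34723 ± 2039 and 43548 ± 2714 in the 3 stages. The later libraries had 10144 more than hESCs (exact p = 0.0476), a difference that failed the correction for 4 targets (adjusted p = 0.0595). H3K27me3 peaks numbered 8473 ± 1747 in hESCs (n = 4), 13478 ± 5267 in hMGEs and 20526 ± 10135 in hcINs (n = 3 each), and the increase of 8529 did not pass either (exact p = 0.0524, adjusted p = 0.0595, 210 splits, smallest p 0.00476). Without hMGE replicate 1 it was 10362.7 and passed (exact test, adjusted p = 0.0317), and without hcIN replicate 3, the longest list with 32211 peaks, it was 5487.65 and did not (exact test, adjusted p = 0.0595). Their covered length rose from 3.22 ± 1.40 Mb in hESCs to 8.65 ± 5.15 Mb in hMGEs and 11.5 ± 4.76 Mb in hcINs. The increase in covered length, 6.87 Mb, passed the threshold when it replaced the number of peaks (exact p = 0.0238, adjusted p = 0.0476). With peaks of a −log10 q of at least 5, the increases of 8595 H3K27ac peaks and 8488 H3K27me3 peaks also passed (exact p = 0.0357 and 0.0238, adjusted p = 0.0357 and 0.0317). Between hMGEs and hcINs, 3 libraries against 3 cannot give p below 0.1, and the 4 exact permutation tests on peak numbers gave adjusted p between 0.4 and 0.5.

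**Figure D1:**
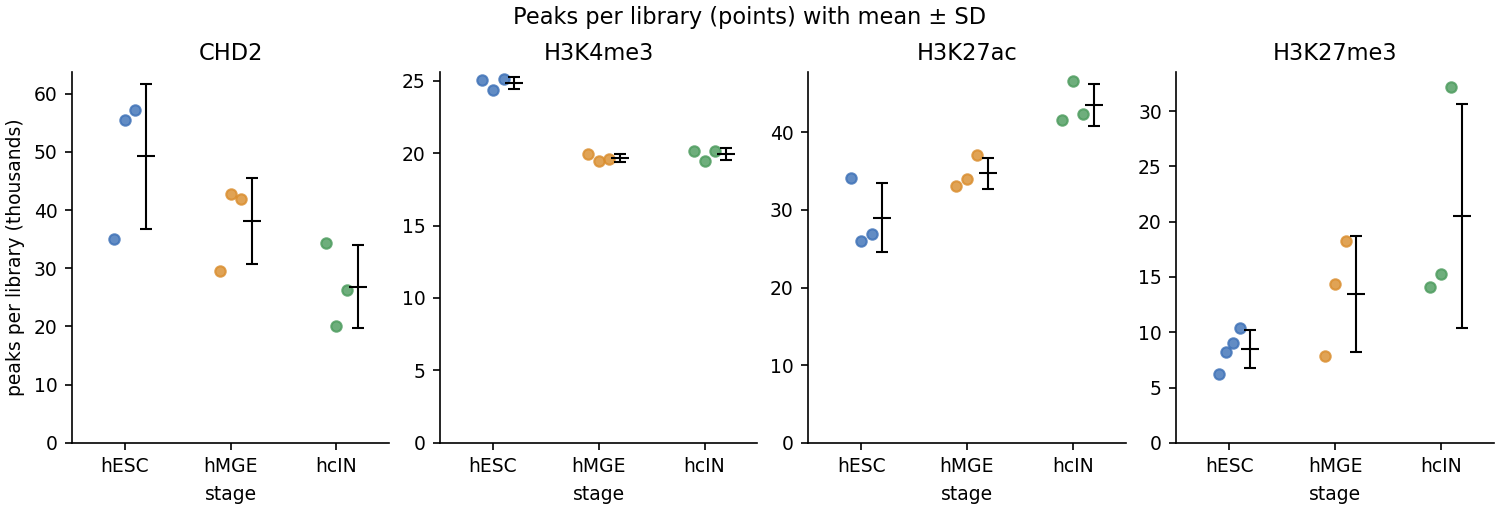
Peaks per library (vertical axis) by stage for each of the 4 targets, with a point per library and the mean ± SD beside it. H3K4me3 libraries of hESCs (24334 to 25127 peaks) lie above all later ones (19430 to 20170), whereas only neighbouring stages overlap for CHD2 and H3K27me3.

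Among the CUT&Tag libraries, the authors' numbering of the peaks within a list starts at 1 in some lists and at 2 in others. This split, noticed in the data and taken as a possible processing batch, does not follow the stages exactly, and comparisons within it were chosen after the data were seen. It starts at 1 for CHD2 in hESCs and hMGEs and for H3K27me3 in hESC replicates 1, 2 and 3, and at 2 for CHD2 in hcINs, for H3K27me3 in hESC replicate 4 and for H3K27me3 in both later stages. Within the numbering from 1, CHD2 peaks differed by −11127.7 between hMGEs and hESCs (exact permutation test, p = 0.3, 20 splits, smallest p 0.1). With the stricter threshold the difference was −16281.3 and the ranges did not overlap (22999 to 26806 against 28335 to 48606, exact p = 0.1, the smallest possible). Within the numbering from 2, the 6 later H3K27me3 libraries had 6586 more peaks on average than hESC replicate 4, which held 10416 (exact p = 0.429, 7 splits, smallest p 0.143). None of these comparisons could have passed the threshold. All ChIP-seq lists start at 1.

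Peaks were next sorted by stage. Peaks found in at least 2 libraries of a stage merged into 41311 CHD2 regions in hESCs, 19476 in hMGEs and 17557 in hcINs. Of the 49533 regions in their union, 25435 were unique to hESCs, 4368 to hMGEs and 2736 to hcINs. A further 10932 regions were present in all 3 stages, 2486 in hESCs and hMGEs, 2197 in hESCs and hcINs, and 1379 in hMGEs and hcINs. Regions unique to a stage often had a peak in some library of another stage. This was so for 27.9% of hESC-unique, 44.5% of hMGE-unique and 45.9% of hcIN-unique regions. Only 7530, 617 and 230 of these regions respectively had a peak in all 3 libraries of their stage and in none of the other 6. In hESC libraries, peaks at hESC-unique regions had a median rank at the 49.6 ± 4.67 percentile of the deposited −log10 p in their own list, against 83.9 ± 4.21 for peaks at regions of all 3 stages (n = 3).

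The hESC-unique count depended most on list length. With the 19995 strongest peaks of each library by −log10 p, 7774 regions were unique to hESCs, 2783 to hMGEs and 3208 to hcINs, and 8221 were in all 3 stages. At this equal number, 42.2% of the hESC regions were unique to their stage, against 20.02% in hMGEs and 21.8% in hcINs. Single libraries also weighed on these counts, since with 2 libraries left in a stage both must hold the peak. Without hESC replicate 2 or 3 the hESC-unique count was 13000 or 12819, and without hESC replicate 1 it stayed within 1.5 times the full count. The hMGE-unique count was 2631, 2340 and 1963 without hMGE replicates 1, 2 and 3, and the hcIN-unique count was 789, 1552 and 1370 without hcIN replicates 1, 2 and 3.

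**Figure D2:**
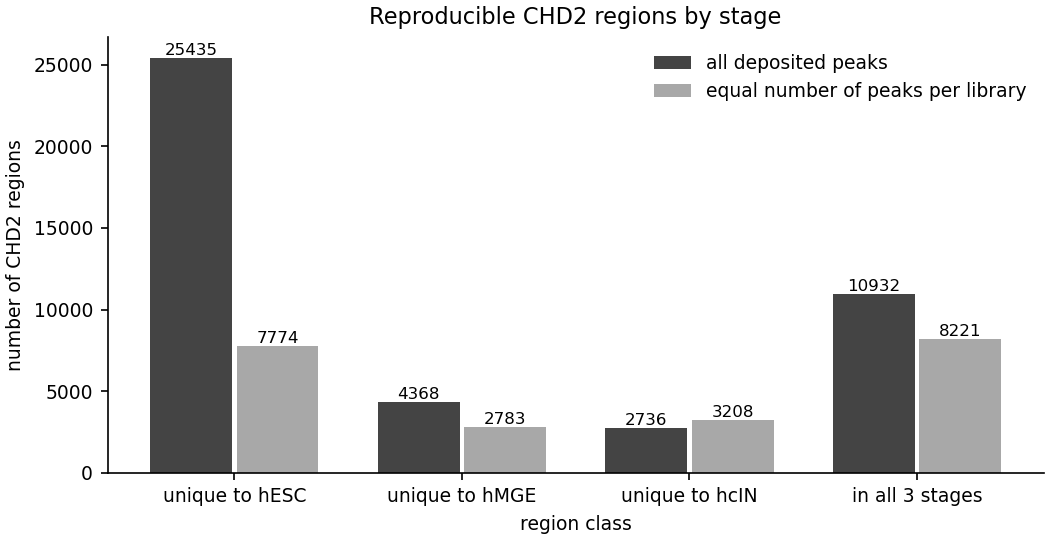
Number of reproducible CHD2 regions (vertical axis) unique to each stage or present in all 3 stages, from all deposited peaks (dark bars) and from the 19995 strongest peaks of each library (light bars). The hESC-unique bar falls from 25435 to 7774 and stays the highest of the stage-unique bars.

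CHD2 peak sets of a stage were more alike than those of different stages. The mean Jaccard index, the shared fraction of the bases covered by a pair of libraries, was 0.340 ± 0.0787 within stages (9 pairs) and 0.240 ± 0.0392 between stages (27 pairs). The difference of 0.1003 was the largest of the 280 ways to place the 9 libraries in 3 groups of 3 (one-sided exact permutation test, p = 0.00357, the smallest possible). It lay between 0.0628 and 0.127 when a library was left out. The stages were not equally separate. Pairs of hMGE libraries had a mean index of 0.266 ± 0.0406, close to the 0.270 ± 0.0395 of pairs made of an hMGE and an hcIN library, whereas pairs of hESC libraries had 0.425 ± 0.0615. Among lists numbered from 1, the index was 0.345 within and 0.213 between hESCs and hMGEs.

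To ask whether CHD2 moved between promoters and other positions, peaks were annotated by their centre. Peaks within 2 kb of a transcription start site made up 47.7 ± 4.76% of a CHD2 library in hESCs, 44.2 ± 7.39% in hMGEs and 57.8 ± 6.46% in hcINs (n = 3 each), against 15.9 to 18.6% for the same peaks moved by 1 Mb. The later libraries differed from hESCs by 3.28 percentage points (two-sided exact permutation test, p = 0.631), less than the spread between libraries of a stage. It lay between 0.807 and 6.03 points when a library was left out and was 8.41 points with the stricter threshold (exact p = 0.143). The sign was opposite, at −1.75 points, for equal numbers of peaks (exact p = 0.643). Among lists numbered from 1, hMGEs differed from hESCs by −3.48 points (exact p = 0.5, smallest p 0.1). Introns held 30.8 ± 2.89%, 33.4 ± 4.31% and 24.8 ± 3.73% of the peaks and intergenic sequence 18.5 ± 1.61%, 19.98 ± 2.93% and 15.4 ± 2.53% in the order of the stages. Region classes differed more. Of the regions present in all 3 stages, 87.5% lay within 2 kb of a start site, against 32.5% of hESC-unique, 22.0% of hMGE-unique and 32.1% of hcIN-unique regions.

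Promoters of genes named in the study's text, with POU5F1 and CHD2 added, were examined next (hg38, GENCODE release 44). At NANOG (chromosome 12, 7787794 to 7799146, plus strand), all 3 hESC libraries had a CHD2 peak across the start site at 7789402, and no later library had a CHD2 peak within 2 kb of any of its 4 start sites. The strongest promoter peak had a fold enrichment of 7.91 ± 2.44 in hESCs (authors' value, n = 3). In replicate 2 this was another peak, across the first start site, with fold 10.6. The peaks across 7789402 had folds of 7.2, 6.42 and 5.90 in replicates 1, 2 and 3. H3K4me3 (fold 24.4 ± 1.95) and H3K27ac (fold 8.33 ± 0.551) were also present at the promoter in all 3 hESC libraries and in no later library. H3K27me3 was present there in 0 of 4 hESC, 2 of 3 hMGE and 3 of 3 hcIN libraries. The pluripotency gene POU5F1 (chromosome 6, 31164337 to 31180731, minus strand) had promoter CHD2 peaks in 3 hESC, 1 hMGE and 0 hcIN libraries, with fold 9.27 ± 1.41 in hESCs, and H3K4me3 and H3K27ac in hESCs alone. H3K27me3 was present there in 2 of 4 hESC, 0 of 3 hMGE and 3 of 3 hcIN libraries, unlike at NANOG. LHX2 (chromosome 9, 124001670 to 124033301, plus strand) had CHD2 and H3K4me3 at the promoter in all 9 libraries of each target. It had H3K27ac in 0 hESC, 3 hMGE and 3 hcIN libraries, and H3K27me3 in all 10 libraries.

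**Figure D3:**
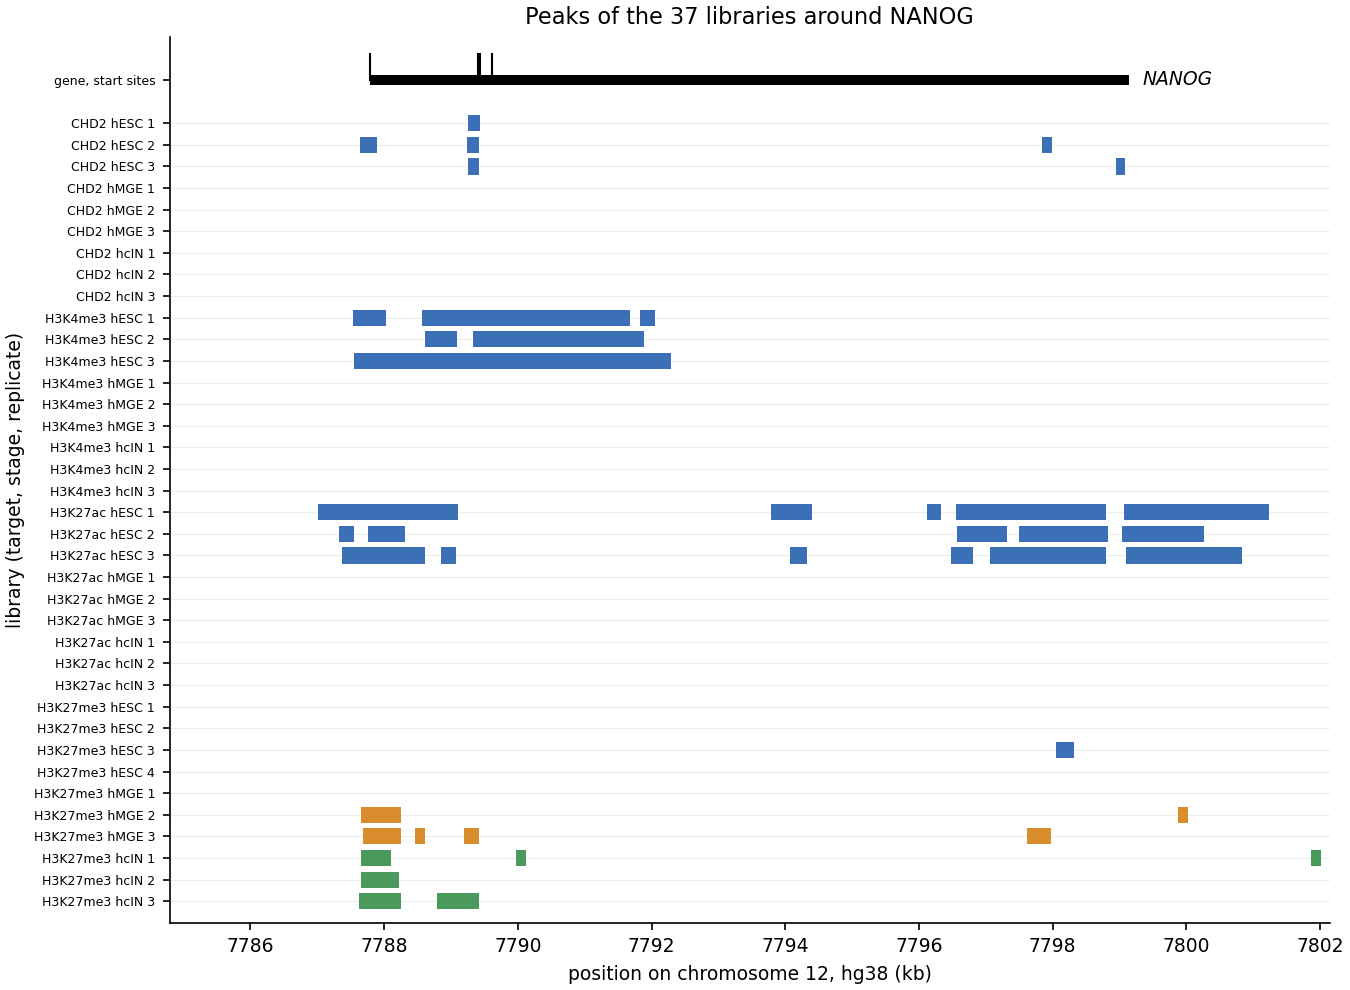
Peaks of the 37 libraries (horizontal bars, one line per library, coloured by stage) around NANOG against the position on chromosome 12 in kb (hg38), with the gene and its 4 start sites on top. CHD2, H3K4me3 and H3K27ac peaks appear in hESC libraries alone, and H3K27me3 peaks at the first start site in 2 hMGE and 3 hcIN libraries.

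The remaining named genes did not follow a single pattern. GMNN and CHD2 itself had promoter peaks of CHD2, H3K4me3 and H3K27ac in all 9 libraries of each target and no H3K27me3 peak. CDH1 had CHD2 in 3 hESC, 2 hMGE and 0 hcIN libraries and H3K27me3 in 1 of 4, 3 and 3. Among hMGE markers, DLX2 had promoter CHD2 peaks in 3 hESC, 0 hMGE and 2 hcIN libraries, and NKX2-1 in 2, 2 and 0. Among hcIN markers, SST had promoter CHD2 peaks in 3 hESC, 3 hMGE and 0 hcIN libraries, GAD1 in 2 of each stage and GAD2 in 1, 3 and 1. H3K27ac at NKX2-1 (fold 57.1 ± 8.56 in hMGEs) was found in no hESC library and in all 6 later ones.

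The strongest stage-unique promoter regions, seen in all 3 libraries of their stage and no other, were chosen among 1577 candidates in hESCs, 59 in hMGEs and 44 in hcINs. In hESCs these lay at CNKSR1 (chromosome 1, 26177116 to 26177764, intergenic, 44 bp from the start site, fold 18.8 ± 2.88), HESX1 (chromosome 3, 57199727 to 57200259, exonic, fold 17.6 ± 1.53) and LMO7 (chromosome 13, 75803130 to 75803603, intronic, fold 18.8 ± 3.02). The hMGE regions lay at ITSN1 (chromosome 21, 33799329 to 33799662, intronic, fold 12.3 ± 3.05), SCGB2A2 (chromosome 11, 62270715 to 62271280, exonic, fold 9.54 ± 0.778) and KLHL13 (chromosome X, 117973644 to 117974081, intronic, fold 9.01 ± 0.551). The hcIN regions reported here lay at TH (chromosome 11, 2171722 to 2172095, intergenic, fold 7.45 ± 0.108) and DTNB (chromosome 2, 25386006 to 25386544, intronic, fold 7.50 ± 0.252; n = 3 for each region). Both of these hcIN regions overlapped an H3K27ac peak in 3 of 3 hcIN libraries and in 0 of 3 hMGE libraries. The other regions varied. H3K27ac in hESC libraries was found in 3 at LMO7, 1 at CNKSR1 and 0 at HESX1, which had it in 2 hMGE libraries. H3K27ac in hMGE libraries was found in 2 at SCGB2A2, 1 at KLHL13 and 0 at ITSN1. KLHL13 also had it in 1 hcIN library.

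The study asked which transcription factors might bind with CHD2, so consensus motifs were counted within 100 bp of the summits of peaks at stage-unique regions. Libraries of a stage were read at the same regions, and the region classes stayed fixed when libraries were permuted. Agreement between libraries of a stage is therefore partly built in. The p-values of the motif tests do not measure the spread between independent libraries. The composite OCT4-SOX2 motif was found at 2.24 ± 0.0512% of hESC, 0.966 ± 0.0163% of hMGE and 0.441 ± 0.139% of hcIN peaks (n = 3 each), against 0.249, 0.640 and 0.490% of dinucleotide-shuffled copies of the same sequences. The excess over shuffled copies differed by −1.86 percentage points between later stages and hESCs (two-sided exact permutation test, p = 0.0119, adjusted p = 0.0298 over 5 motifs), and was lower in 6 of 6 later libraries than in any hESC library. Searching 50 bp in place of 100 bp moved it most, to −1.02. The homeodomain motif TAATTA was found at 1.76 ± 0.0597%, 6.79 ± 0.116% and 4.32 ± 0.428% of peaks in the order of the stages, against 1.09, 2.96 and 1.22% in shuffled copies. Its excess was 2.79 points higher in later stages (exact p = 0.0119, adjusted p = 0.0298), in 6 of 6 libraries. With an hESC library left out, 28 splits remain and neither the OCT4-SOX2 nor the TAATTA difference passed in the exact test (adjusted p = 0.0893 for both).

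KLF/SP motifs were found at 15.1 ± 0.579% of hESC, 5.85 ± 0.395% of hMGE and 12.03 ± 0.673% of hcIN peaks. Their excess differed by −4.09 points between later stages and hESCs (exact p = 0.0238, adjusted p = 0.0397), but this did not pass with equal numbers of peaks (−3.53, adjusted p = 0.0595). It also failed when any library but hMGE replicate 2 was left out, at −4.70 to −3.47 points. RFX motifs were found at 1.39 ± 0.0138%, 2.55 ± 0.139% and 11.7 ± 2.17% of peaks, against 0.996, 0.869 and 1.03% in shuffled copies. The difference of 5.81 points failed the correction (exact p = 0.0476, adjusted p = 0.0595) and passed with equal numbers of peaks (5.11, adjusted p = 0.0397) or without hMGE replicate 2 (6.49, adjusted p = 0.0446). TEAD motifs were found at 15.01 ± 0.309%, 25.3 ± 1.01% and 11.98 ± 0.353% of peaks, against 8.68, 9.94 and 9.71% in shuffled copies. Because hMGEs lay above and hcINs below hESCs, the pooled difference was 2.51 points and did not pass (exact p = 0.488, adjusted p = 0.488).

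Between hMGEs and hcINs, the excess differed by −13.1 points for TEAD, 9.02 for RFX, 3.58 for KLF/SP and −0.375 for OCT4-SOX2, each at the smallest p possible for 3 against 3 libraries (exact permutation test, p = 0.1, adjusted p = 0.125 over 5 motifs). The TAATTA excess differed by −0.734 (exact p = 0.2). With equal numbers of peaks the TAATTA excess was 3.53 to 4.90 points in hMGE and 1.74 to 2.22 in hcIN libraries, without overlap. The OCT4-SOX2 excess then overlapped, at 0.0459 to 0.523 points in hMGE and 0 to 0.267 in hcIN libraries. Within the numbering from 1, hMGEs differed from hESCs by −1.67 for OCT4-SOX2, 9.07 for TEAD, 1.29 for RFX, 3.16 for TAATTA and −5.88 for KLF/SP, each with exact p = 0.1, again the smallest possible. The hcIN libraries, which carry most of the RFX signal, all have the other numbering.

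**Figure D4:**
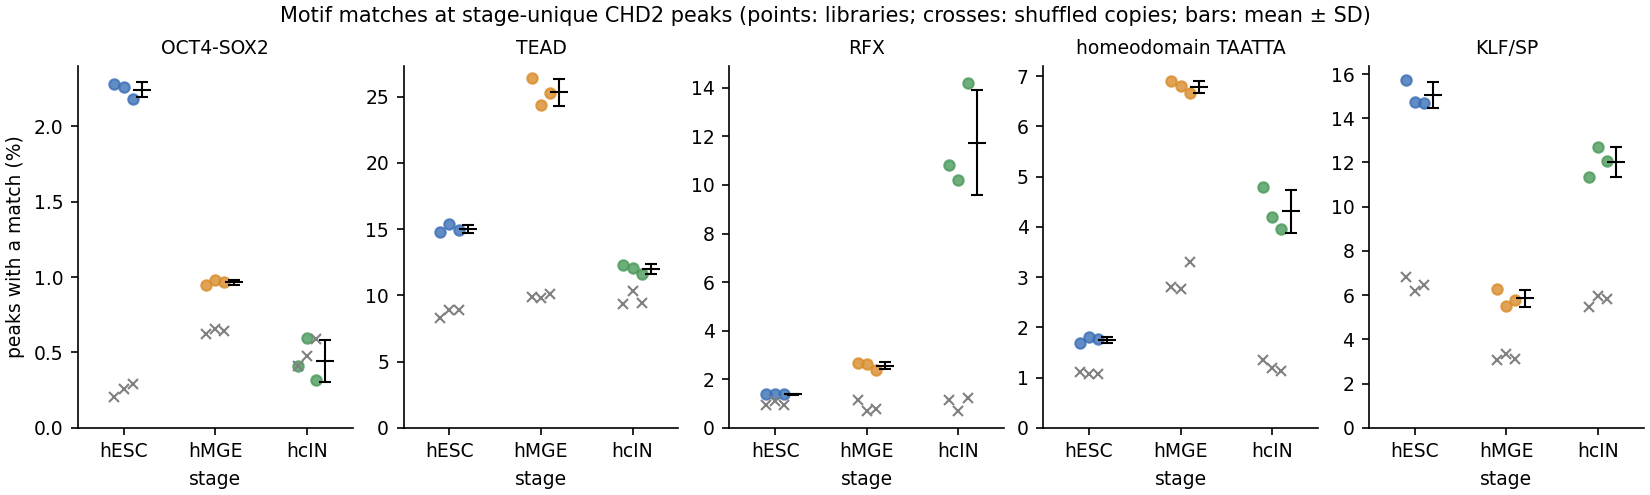
Percent of CHD2 peaks at stage-unique regions with a motif match (vertical axes) by stage, with a point per library, the mean ± SD beside it and crosses for shuffled copies of the same sequences. OCT4-SOX2 is highest in hESCs (2.24%), TEAD in hMGEs (25.3%) and RFX in hcINs (11.7%).

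The study next asked which histone marks accompany CHD2 at each stage. For each histone library, the percent of CHD2 regions overlapping a peak was computed for the 25435 hESC-unique regions, the 8483 regions held by at least 1 later stage and absent from hESCs (late-unique), and the 10932 regions of all 3 stages. The same regions moved by 1 Mb gave the background. H3K4me3 was found at 24.3 ± 1.64% of hESC-unique regions in hESCs, 15.2 ± 0.560% in hMGEs and 15.2 ± 0.680% in hcINs. At late-unique regions these shares were 12.9 ± 0.376%, 12.2 ± 0.177% and 12.8 ± 0.421%, and at regions of all stages 89.1 ± 0.698%, 87.3 ± 0.403% and 87.3 ± 0.300% (n = 3 each). Moved regions gave at most 3.38% on average in a stage. The late-unique minus hESC-unique share of H3K4me3 was 8.64 points higher in later libraries than in hESCs (two-sided exact permutation test, p = 0.0119, adjusted p = 0.0159 over 4 comparisons), in 6 of 6 libraries. It moved most with equal numbers of peaks, to 5.99.

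H3K27ac changed in both classes and in opposite directions. At hESC-unique regions its share was 19.6 ± 2.09% in hESCs, 11.2 ± 0.655% in hMGEs and 11.9 ± 1.06% in hcINs. At late-unique regions it was 7.51 ± 1.29%, 36.2 ± 2.16% and 43.6 ± 1.61%, against 1.43, 2.25 and 3.08% for moved regions. At regions of all 3 stages it was 66.4 ± 7.27%, 80.1 ± 1.37% and 85.7 ± 0.308% (n = 3 each). The late-unique minus hESC-unique share was 40.4 points higher in later libraries (exact p = 0.0119, adjusted p = 0.0159), in 6 of 6 libraries, and was 6.68 points higher in hcINs than in hMGEs (exact p = 0.1, the smallest possible for 3 against 3). Away from start sites the difference was 40.4 points as well (exact test, adjusted p = 0.0190). The CHD2 classes pool both numberings, so they were rebuilt from hESCs and hMGEs alone, with 27719 regions of hESCs without hMGEs and 5780 of hMGEs without hESCs. The differences between later stages and hESCs were then 34.9 points for H3K27ac and 8.72 for H3K4me3 (exact p = 0.0119 for both).

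**Figure D5:**
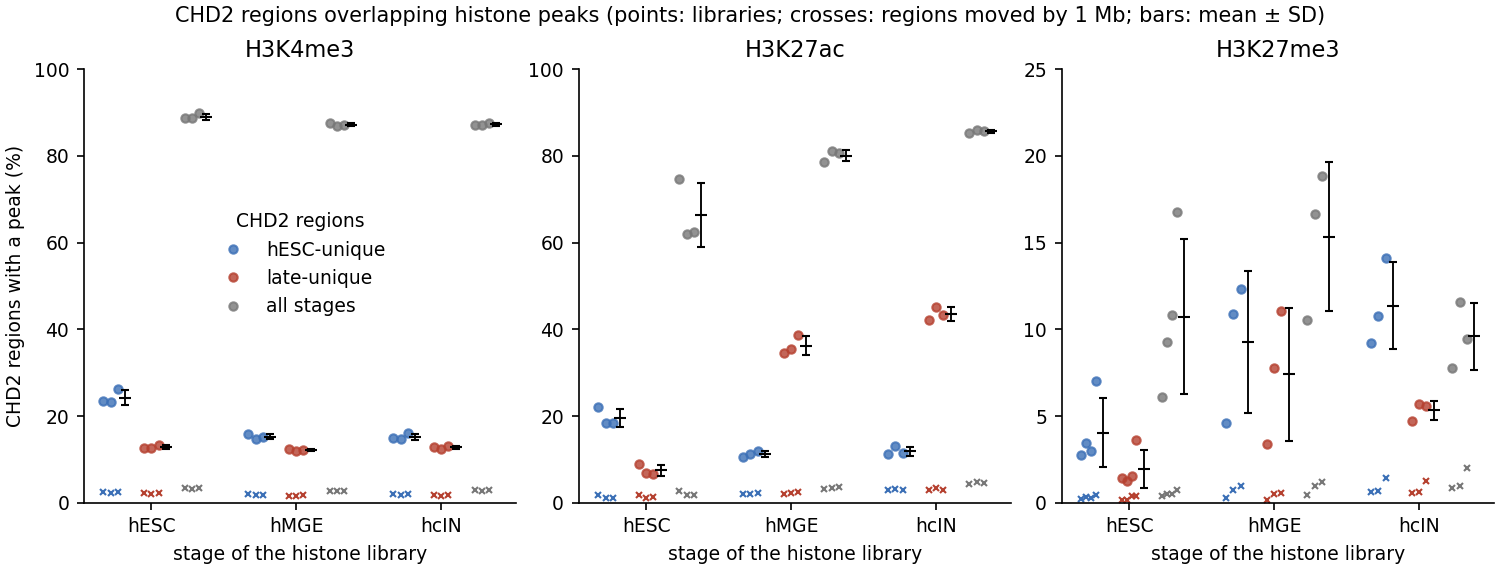
Percent of CHD2 regions with an H3K4me3, H3K27ac or H3K27me3 peak (vertical axes, percent, note the shorter H3K27me3 scale) by stage of the histone library, with a point per library, the mean ± SD beside it and crosses for regions moved by 1 Mb. H3K27ac at late-unique regions rises from 7.51% in hESCs to 36.2% in hMGEs and 43.6% in hcINs while it falls from 19.6% to 11.2 and 11.9% at hESC-unique regions.

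H3K27me3 was found at 4.05 ± 2.01% of hESC-unique regions in hESCs (n = 4), 9.28 ± 4.11% in hMGEs and 11.4 ± 2.52% in hcINs (n = 3 each), and at 1.97 ± 1.11%, 7.41 ± 3.84% and 5.34 ± 0.553% of late-unique regions. Moved regions gave at most 1.28% on average in a stage. The difference between the classes changed by −1.86 points (exact p = 0.262, adjusted p = 0.262), or by −0.948 without hcIN replicate 3, and its sign was opposite, at 1.43 points, away from start sites (adjusted p = 0.367). Within the numbering from 2 it changed by −0.533 points against hESC replicate 4 (exact p = 1, smallest p 0.143). Pooling the later stages hid a difference between them, since the hcIN libraries (−8.52 to −4.48 points) lay below all hMGE libraries (−3.10 to −1.22) and all hESC libraries (−3.41 to −1.35). Between hcINs and hMGEs it was −4.16 points (exact p = 0.1, the smallest possible, adjusted p = 0.133 over 4 comparisons).

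The study described CHD2 regions with H3K4me3 in hESCs that later gained H3K27me3. Regions with a reproducible hESC H3K4me3 peak were therefore compared between 6235 hESC-unique regions and 9735 regions of all 3 stages. In hESCs, H3K27me3 was found at 10.97 ± 6.11% of the former and 10.9 ± 4.58% of the latter (n = 4). The shares were 33.1 ± 14.1% and 15.6 ± 4.57% in hMGEs, and 37.6 ± 5.19% and 9.52 ± 1.97% in hcINs (n = 3 each). The hESC-unique minus all-stage share was 22.8 points higher in later libraries (two-sided exact permutation test, p = 0.00476, the smallest possible for 4 against 6, adjusted p = 0.0159), and the 6 later libraries (6.48 to 33.7 points) all lay above the 4 hESC libraries (−4.04 to 3.19). With equal numbers of peaks the difference was 19.07 points, and away from start sites 11.6 points (exact test, adjusted p = 0.0159 and 0.0190). Against hESC replicate 4 alone, which shares the numbering from 2, it was 19.6 points, a value that rests on 1 hESC library and tests nothing.

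Both sets were selected for hESC H3K4me3, so its share in hESCs is high by construction and the values for later libraries only describe them. Among the 6235 hESC-unique regions H3K4me3 was found at 94.4 ± 3.11% in hESCs (n = 3) and 61.2 ± 2.09% in later libraries (n = 6), whereas at the 9735 regions of all stages it was found at 99.5 ± 0.326% and 97.4 ± 0.311%. Reproducible H3K4me3 and H3K27me3 regions overlapped the same CHD2 region, a state termed bivalent, at 2.42% of hESC-unique regions in hESCs, 7.28% in hMGEs and 6.91% in hcINs. For late-unique regions these shares were 1.33, 3.57 and 2.75%. Of the 2094 hESC-unique regions that were bivalent in hMGEs and/or hcINs, 78.5% had H3K4me3 without H3K27me3 in hESCs. The same held for 70.2% of 326 late-unique regions and 72.7% of 1445 regions of all stages. Reproducible H3K27me3 regions were fewer in hESCs (4239) than in hMGEs (10977) and hcINs (12423). More bivalent regions later, and a high share without H3K27me3 in hESCs, can partly follow from this.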

Values the study reported

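The study reported 42,707 CHD2 peaks in hESCs, 19,626 in hMGEs and 17,737 in hcINs. Of these, it counted 26,980 as found in hESCs alone, 4737 in hMGEs alone and 3105 in hcINs alone, and 10,946 as common to the 3 stages.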

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

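The tests on hESC replicate 4 of H3K27me3, on H3K27ac and H3K4me3 coverage, on detection of H3K27me3 sites and on the TEAD motif were chosen only after the result was seen.

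Replicate 4 of the 4 hESC H3K27me3 libraries lay far from the other 3. It covered 5.29 Mb, against 2.24 to 2.73 Mb in replicates 1 to 3, and held 8295 peaks with a −log10 q of at least 5. Its share of CHD2 regions with a peak was also the highest, at 7.03% of hESC-unique, 3.62% of late-unique, 20.1% of hESC-unique regions with hESC H3K4me3, 12.5% of hESC-unique regions near start sites and 8.84% of late-unique regions near start sites. In all, 7 of 21 measures, many of them correlated, passed the limit of Dixon's test, which chance passes in about 1 of 20 groups. Replicate 4 is the only hESC library of this target whose peak numbering starts at 2, so a processing batch and the library itself cannot be told apart at 5.29 Mb. The read depth of each library is unknown, and no biological explanation within hESCs was tested.

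The share of H3K4me3 at late-unique minus hESC-unique CHD2 regions was 8.64 points higher in later libraries than in hESCs, in 6 of 6 libraries. Later lists cover less of the genome with H3K4me3, which could lower every class by the same ratio. The share in later stages was 0.627 of that in hESCs at hESC-unique regions and 0.968 at late-unique regions. The ratio between them, 1.54, argues against such an even reduction as the whole cause. Shorter lists need not lower every class alike, and an uneven reduction was not excluded. With equal numbers of peaks the 8.64 points became 5.99. A loss of H3K4me3 where CHD2 is lost remains a hypothesis, and depth was not tested separately.

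For H3K27ac the same class difference was 40.4 points, in 6 of 6 libraries. Greater H3K27ac coverage in later libraries might raise the share in every class. At hESC-unique regions the share changed by −8.05 points instead, while covered length rose from 19.4 to 43.4 Mb between hESCs and hcINs, which argues against coverage as the whole cause. A biological difference between stages stays open, since the CHD2 classes were themselves defined by stage.

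The rise of H3K27me3 at CHD2 regions with hESC H3K4me3 was 22.8 points larger for hESC-unique regions than for regions of all stages. Wider H3K27me3 coverage might raise both classes by the same ratio, and the value of 22.8, beyond the spread between libraries, argues against such an even rise. The classes differ in other marks, with H3K27ac in hESCs at 30.2% of these hESC-unique and 70.7% of these all-stage regions. Coverage need not rise evenly, and an uneven rise was not excluded. Fewer sites detected in hESC libraries could also give the pattern. With the same number of peaks from each library the difference was 19.07 points (exact p = 0.00476, the smallest possible), which argues against shorter hESC lists as the whole cause. Replicate 4 of hESCs had H3K27me3 at 20.1% of the hESC-unique regions, above the 17.0% of hMGE replicate 1 with 2.94 Mb covered, whereas hESC replicates 2 and 3 with 2.73 and 2.62 Mb had 8.77 and 7.22%. Equal lists do not equalise reads, so depth stays open, as does a gain of the mark. The only hESC library with the numbering of the later lists is replicate 4, so batch was not tested for this pattern.

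The TEAD motif excess differed from hESCs by 9.07 points in hMGEs and by −4.06 points in hcINs, with every library of each stage on its side. Libraries of a stage share their stage-unique regions, so this agreement is partly built in. The difference between these 2 changes, hcINs minus hMGEs, was −13.1 points (exact p = 0.1, the smallest possible, adjusted p = 0.125). Base composition might shift the motif, but shares in shuffled copies differed by at most 1.26 points between stages. Different shares of start sites could matter as well, yet hMGEs exceeded hcINs by 13.9 points away from start sites. At equal peak numbers this was 13.2 points. Equal lists do not equalise reads, but poorer hcIN lists would lower every motif, and RFX and KLF/SP excess was 9.02 and 3.58 points higher in hcINs than in hMGEs. For the batch, hMGEs and hESCs share their numbering and differ by 9.07 points, whereas all hcIN lists have the other numbering, so batch and stage cannot be told apart for hcINs.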

How the results depend on the processing

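No alternative in this part was chosen after the result was seen, and those chosen before were all run.

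Of the alternatives other than leaving out a library, 59 kept direction and side of the threshold (for counts, stayed within 1.5 times), 5 gained a call, 5 lost one, 6 moved a count further and 2 reversed a direction. The 2 reversals concern differences that did not pass in any alternative: the promoter share at equal peak numbers (−1.75 points) and the H3K27me3 class difference away from start sites (1.43 points). The cause was not tested.

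With the stricter threshold, peak numbers passed for CHD2 (−18877.5, exact adjusted p = 0.0238), H3K27ac (8595.33, 0.0357) and H3K27me3 (8487.92, 0.0317), as did covered length in place of peak number for H3K27me3 (6.87 Mb, 0.0476). At equal peak numbers RFX passed (5.11, 0.0397) and KLF/SP did not (−3.53, 0.0595). The cause was not tested. Equal lists gave 7774 hESC-unique and 2783 hMGE-unique regions. Requiring a peak in all 3 libraries gave 14175 hESC-unique, 2246 hMGE-unique, 1017 hcIN-unique and 7170 regions of all stages, fewer by construction.

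With the replicate number as a replicate block, only 27 arrangements exist and the smallest p is 0.037. Calls were lost for H3K4me3 peaks (−5051.5, exact adjusted p = 0.111), OCT4-SOX2 (−1.86, 0.0926), TAATTA (2.79, 0.0926) and KLF/SP (−4.09, 0.123), and no other call changed. Same-numbered libraries did not deviate together (correlations from −0.0306 to 0.123), so they share only a number.

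Leaving out 1 library kept 180 results, gained 2 calls, lost 23 and moved 8 counts further. The H3K4me3 peak difference ranged from −5307 to −4910.5. It lost its call each time (exact adjusted p = 0.0595), without hESC replicates 1 (−4937), 2 (−5307) or 3 (−4910.5), hMGE replicates 1 (−5079), 2 (−4981) or 3 (−5017.8), or hcIN replicates 1 (−5125.6), 2 (−4978.8) or 3 (−5126.8). OCT4-SOX2 ranged from −2.10 to −1.76 and TAATTA from 2.44 to 3.18. Both lost the call without hESC replicates 1 (−1.81 and 2.67), 2 (−1.84 and 2.498) or 3 (−2.10 and 2.44). KLF/SP ranged from −4.70 to −3.47 and kept its call only without hMGE replicate 2. It lost it without hESC replicates 1 (−3.73), 2 (−3.62) or 3 (−3.77), hMGE replicates 1 (−3.76) or 3 (−3.76), or hcIN replicates 1 (−3.47), 2 (−4.70) or 3 (−4.30). Fewer splits, 28 or 56, raise the smallest p. RFX ranged from 4.32 to 7.15 and passed without hMGE replicate 2 (6.49, 0.0446). H3K27me3 peaks ranged from 5487.65 (without hcIN replicate 3, 0.0595) to 10362.7 and passed without hMGE replicate 1 (10362.7, 0.0317). The cause of these 2 gains was not tested.

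The hESC-unique count ranged from 12819 to 26919 (13000 and 12819 without hESC replicates 2 and 3), the hMGE-unique count from 1963 to 5168 (2631, 2340 and 1963 without hMGE replicates 1, 2 and 3) and the hcIN-unique count from 789 to 3484 (789, 1552 and 1370 without hcIN replicates 1, 2 and 3). With 2 libraries left in a stage, both must hold the peak. The class differences kept their calls, at 7.92 to 9.66 points for H3K4me3, 37.3 to 45.1 for H3K27ac and 20.6 to 26.0 for the H3K27me3 gain. Similarity did too, at 0.0628 to 0.127. The read depth of each library is unknown, so its effect on peak numbers and shares was not measured.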

Other observations

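The tests on strong CHD2 peaks, on both processing batches and on CHD2 peaks in open chromatin were chosen only after the result was seen, and so was the deciding value for H3K27me3 in open chromatin.

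More CHD2 peaks in hESC libraries could come from deeper sequencing or lower background. When each library gave the same number of peaks, 42.2% of hESC regions were unique to hESCs and this remained the largest stage-unique class. This was the outcome set in advance as arguing against depth. Equal list length does not equalise reads, however, so depth and a loss of binding cannot be told apart for the number of peaks. Strong peaks gave a narrower test. Of the strongest 10% of peaks in hESC replicates 2 and 3, 0.175 to 0.378% were missing from hESC replicate 1 with 34939 peaks. On average 15.5% (13.9 to 17.2%) were missing from the 2 later libraries with longer lists, hMGE replicates 2 and 3. This argues against total list length as the whole cause for strong peaks. These 2 lists were longer only through weaker peaks. With a −log10 q of at least 5 they held 26322 and 26806 peaks, against 28335 in hESC replicate 1, so depth stays open. Fewer strong peaks, 6.14 ± 1.27%, were missing from all 6 later libraries, over the strongest peaks of the 3 hESC libraries. Strong peaks of later libraries were likewise missing from single hESC lists, at 1.15 to 9.39%. Loss of CHD2 from some sites may account for part of this.

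Other splits of the 9 libraries into 3 groups of 3 were compared with the stages. For the 25435 hESC-unique regions, 5 of 100 splits gave as many regions unique to a group, with a highest other value of 25811, a share that does not exclude chance. All 5, the real split among them, kept the 3 hESC libraries together and rearranged the other 6, which keeps the count high by construction, so this share says little about the hESC libraries. The highest value with them apart was 23321. For all 32539 stage-unique regions, only the real split of 100 gave as many (1 of 100, highest other 31522), which argues against chance for their sum. Most of this sum is the 25435 hESC-unique regions, and only 5 of the 100 splits kept the hESC libraries together. The test therefore cannot exclude chance for the hMGE-unique and hcIN-unique regions.

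A processing batch, read from whether the peak numbering starts at 1 or 2, might contribute to the peak numbers. For H3K27me3, hESC replicate 4 held 10416 peaks, above hESC replicates 1 to 3 (6245 to 9050) and above hMGE replicate 1 (7836). One library does not separate the numbering from the stage, and they cannot be told apart. For CHD2, hMGEs differed from hESCs by −11127.7 peaks within the shared numbering, with overlapping ranges (exact p = 0.3, smallest 0.1), and by −16281.3 with the stricter threshold, where the ranges did not overlap (exact p = 0.1). The numbering cannot cause a difference between these 2 stages, but 3 libraries against 3 cannot pass the threshold. All hcIN lists have the other numbering, so batch and stage cannot be told apart for hcINs.

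CUT&Tag can tag open chromatin in the absence of the target, a possible explanation for peaks at active regions. Of hESC H3K27me3 peaks, 8.13 ± 1.77% lay at hESC H3K27ac regions, against 1.35% after moving by 1 Mb. Neither outcome set in advance was met in full, since the share was above that of moved peaks and not higher in hESCs than in hMGEs (8.76 ± 0.256%). At most this share can come from open chromatin with H3K27ac, which argues against it as the source of most H3K27me3 peaks. For CHD2, 33.4 ± 9.07% of hESC-only H3K27ac regions away from start sites had an hESC CHD2 peak and 0.585 ± 0.219% an hESC H3K27me3 peak. The repressive mark is not a control for CHD2, and no library without a CHD2 antibody was analysed here, so binding and tagging of open chromatin cannot be told apart at these regions.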
